A study of Mus musculus with 6 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

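Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags open DNA, on nuclei from small intestinal crypts of mice. The libraries came from 3 WT mice and 3 mice in which Cre expressed from the Villin promoter deletes floxed Smarcad1 exons in the intestinal epithelium (Smarcad1-KO). Libraries were made from 50000 cells each and sequenced as paired 50 bp reads, per the labels. Groups and replicate numbers were taken from the sample titles.

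The authors trimmed adaptors with Trim Galore, mapped reads to GRCm38 with Bowtie 2 and imported them into SeqMonk, with duplicates removed and a limit on mapping quality and fragment distance. They called a single set of MACS peaks for the whole series in SeqMonk, and which libraries were pooled for that step is not stated. The values the authors deposited for each peak and library are log2 read counts scaled up to the largest library. The authors gave 61914 of the peaks the name of a gene within 5 kb. Some peaks within 5 kb of a gene in the GENCODE annotation used here carry no name. A smaller deposited table holds peaks past the authors' edgeR threshold, with the Benjamini-Hochberg adjusted p-value the authors obtained for KO against WT. It lists fewer peaks than the study reported, and the reason is not stated. The log2 values of its 74 peaks equal those in the table of all peaks. No column of per-library values was left without a sample.

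On the linear scale, the deposited log2 values of each library are whole multiples of a constant, which is the value of 1 read in that library. This constant was recovered from the spacing of the lowest values, and 100% of the values in each library then came out as whole reads. A peak without a read was written as a fraction of 0.9 of a read in this scale. The recovered reads in peaks gave the depth of each library. PCR reads without molecular identifiers are not independent molecules, so intervals and floors derived from them cover counting error only.

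The study's test was meant for whole counts. Because the deposited values are on the log2 scale, the main test was a linear model per peak in limma (version 3.58.1, R version 4.3.3) with lmFit and eBayes(trend=TRUE), two-sided, on all 123510 peaks and all 6 libraries, in place of the authors' edgeR. No further scaling, pseudocount, low-value filter or covariate was used. The authors' edgeR test was not rerun on the recovered reads, which were tested with limma voom as an alternative. P-values were adjusted by the Benjamini-Hochberg method, and a peak was called at an adjusted p-value below 0.05. The WT and KO titles share the numbers 1 to 3, which is where the pairing tested here comes from. The labels do not say that same-numbered mice were littermates or processed together. The replicate number was therefore used as a block only in an alternative fit, and the correlation of same-numbered libraries after subtracting each group's mean was computed as a check on the numbers.

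Peaks were named by a rule fixed before the values were seen. It took the 10 called peaks with the largest absolute log2 fold change whose 3 KO values all lay on one side of the 3 WT values. If no peak qualified, it took the 5 peaks with the smallest unadjusted p-value in each direction, plus the called peaks of a fixed gene list and the peaks of Smarcad1. The fixed list held 23 genes that the study discusses for changed expression or histone methylation, and a peak belonged to a gene when it overlapped it or lay within 5 kb. Gene positions, exons and gene starts came from the GENCODE vM21 annotation of GRCm38. A promoter peak lay within 1 kb of a gene start and a distal peak over 5 kb from any gene start. Comparisons of 1 value per library used exact two-sided permutation tests, for which the smallest possible p-value with 3 libraries against 3 is 0.1. The Smarcad1 exons deleted in the KO were to be tested in the same way, but no peak overlapped them and that test was not run.

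The alternatives to the main test were centring of each library on its median, quantile normalization and limma voom on the recovered reads. Scaling by the trimmed mean of M values (shares of 0.3 of M and 0.05 of A trimmed) was another. Further ones were minimum means of 10 and 20 on the normalized linear scale, a pseudocount of 5, the replicate block and autosomes only. Each library was also left out in turn. Other thresholds (0.01 and 0.1) and other distances (overlap or 20 kb for the gene list, 2 kb for promoters) were used as well. Scaling to the total over peaks, and the replicate block combined with quantile normalization, with voom or with autosomes only, were added after seeing the data. For other splits of the libraries, all 10 splits into 3 against 3 were fitted.

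The fits were tested on simulated data, drawn for the 123510 peaks from the real means and depths, with 200 peaks changed by a log2 of 2. Every peak was given the same spread between replicates, the median of the real peaks, and no shift common to a whole library. Spread that differs between peaks was not simulated, so the rates below hold for the simulated setting and not for the real libraries. The main fit called 169 of the 200 changed peaks (84.5%) with 1 false call, and the block fit called 169 with 5 false calls. When same-numbered libraries were given a shift of their own at each peak, the main fit called 123 of the 200 peaks (61.5%) without a false call, and the block fit called 169 with 8 false calls. With a change of log2 1 in place of 2, the main fit called 37 peaks (18.5%) and the block fit 49 (24.5%).

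Additional checks used sequence from GRCm38. Peaks were compared with the genome and with mitochondrial DNA by megablast (BLAST version 2.17.0), and another copy was counted at an identity of at least 95% over at least 80% of the peak. Matches to mitochondrial DNA were listed from an identity of 80%, whatever their length. Repeat content was the share of soft-masked bases in the peak. Sets of deposited peaks were compared with 10000 random lists of matched peaks. Tables were handled in Python (version 3.11.15) with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.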

Results

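ATAC-seq was performed on nuclei from whole small intestinal crypts to ask whether loss of Smarcad1, a chromatin remodeler, changes chromatin accessibility in the intestinal epithelium. There were 3 WT and 3 Smarcad1-KO libraries, numbered 1 to 3 in each group. The WT libraries held 7077476, 6180717 and 16301164 reads in peaks, and the KO libraries held 6268084, 7721797 and 4339306. On the normalized linear scale, where the largest library (WT3) has a value of 1.00 per read, 1 read counted as 1.84 to 1.96 in the other WT libraries and as 1.43 to 3.99 in the KO libraries. The table covered 123510 MACS peaks with a median width of 750 bp, of which 122141 were on autosomes, 1360 on chromosome X and 9 on chromosome Y. Of all peaks, 16854 lay within 1 kb of an annotated gene start and 93914 lay over 5 kb from any gene start. Coordinates are those of GRCm38.

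The targeted gene was examined first. Smarcad1 lies on chromosome 6 from 65042583 to 65116061, and 4 peaks overlapped it. None of them covered the interval from exon 12 to exon 14 that is floxed in this allele (65092495 to 65094365), so the deletion itself was not measured here. The peak at the gene start (65041951 to 65043750, over a coding exon, 87 to 415 reads per library) had a normalized log2 read count of 8.15 ± 0.731 in WT and 8.10 ± 0.674 in KO (SD, n = 3 each). Its log2 fold change was -0.05 with a limma adjusted p-value of 1. Changes at the other Smarcad1 peaks were also smaller than the spread between replicates, with log2 fold changes of -0.01 for 65060251 to 65060700 (intron), -0.11 for 65070901 to 65071350 (intron) and -0.14 for 65111251 to 65111850 (coding exon). No Smarcad1 peak had an unadjusted p-value below 0.05. With the replicate number as a block, these limma log2 fold changes kept their values and the adjusted p-values lay between 0.974 and 0.998. These values neither check nor contradict the genotype labels.

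The per-peak comparison of KO with WT addressed which sites change accessibility on Smarcad1 deletion. With limma on the deposited log2 values, 0 of 123510 peaks had an adjusted p-value below 0.05, and the smallest adjusted p-value was 0.144. At an unadjusted p-value below 0.05 there were 2821 peaks (2.28%), against the 5% that chance gives. All 3 KO values lay on one side of all 3 WT values in 8393 peaks (6.80%), while chance gives 10% for 3 libraries against 3. The design choice that moved the count most was the replicate number as a block. With it limma called 272 peaks, 199 higher and 73 lower in KO, and 8491 peaks (6.87%) had an unadjusted p-value below 0.05. Some of the 73 rested mainly on 1 KO library. An example is the peak on chromosome 10 from 54277351 to 54278100, with 1.996 in KO3. It had 5.446 in KO1, 5.729 in KO2 and 5.728 to 6.295 in WT. How many calls rest on 1 library was not counted. Same-numbered libraries deviated together in part. The correlation across peaks of their deviations from the group mean was 0.04 for number 1, 0.42 for number 2 and 0.41 for number 3, while pairs with different numbers gave -0.46 to 0.04. Deviations sum to 0 within each group, so values for different numbers are tied to those for the same number and are no separate evidence of pairing. Peaks are not independent replicates, so these correlations carry no p-value. The block fit leaned heavily on variance shared between peaks, with a median of 6879 prior degrees of freedom in limma, against 10.6 without the block. In fits chosen after seeing the data, the block called 219 peaks with quantile normalization and 266 with voom, at lower medians of 54.9 and 146 prior degrees of freedom.

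No peak passed the threshold, so the 5 peaks with the smallest unadjusted p-value in each direction are given. The leading peaks with higher accessibility in KO were a pair on chromosome 5. The peak from 15462301 to 15464400, over an exon of Gm43391, rose from 6.39 ± 0.240 in WT to 8.61 ± 0.341 in KO (log2, SD, n = 3 each), a log2 fold change of 2.23 with a standard error of 0.295 and a limma adjusted p-value of 0.144. Its sequence matched 10 places in the genome. The intergenic peak from 15459451 to 15460800 rose from 5.34 ± 0.103 to 7.51 ± 0.512 (SD, n = 3 each), a log2 fold change of 2.17 with a limma adjusted p-value of 0.144, and its sequence matched 1 place in the genome. On chromosome 4, the intergenic peak from 43795651 to 43796250 had a log2 fold change of 1.92 and a limma adjusted p-value of 0.270. The intergenic peak from 84896101 to 84896700 on chromosome 15 changed by 1.78 on the log2 scale (limma adjusted p-value 0.278). The peak from 22167751 to 22168950 on chromosome 13, which lies 1.94 kb from Gm11284, had the largest change of these peaks, with a log2 fold change of 2.51 and a limma adjusted p-value of 0.311. In each of these 5 peaks all KO values exceeded all WT values, a criterion met by chance in 10% of peaks in one direction or the other, and the reads per library ranged from 12 to 223. With the replicate block, all 5 were called by limma, with adjusted p-values from 3.5e-50 to 2.0e-08.

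**Figure D1:**
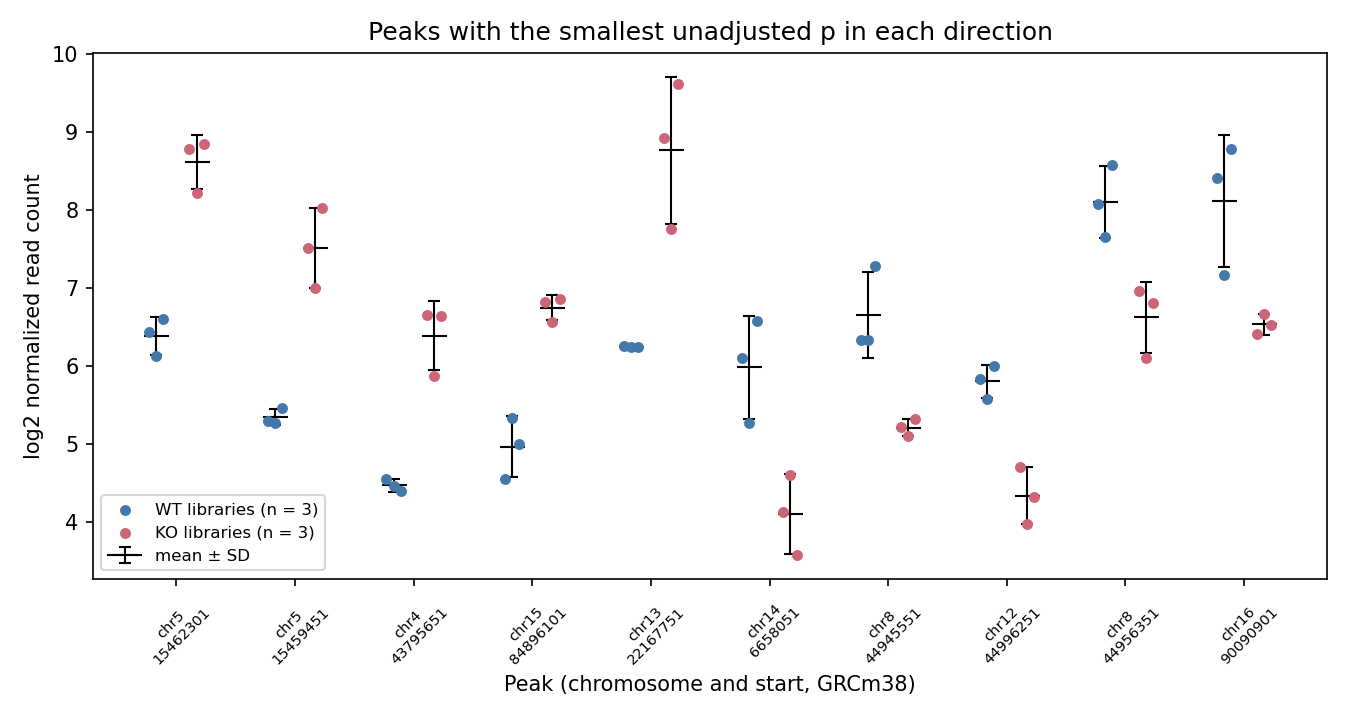
Normalized log2 read count (vertical axis) in each WT and KO library for the 10 peaks with the smallest unadjusted p-value in either direction (horizontal axis, chromosome and start). Points are libraries and bars are mean ± SD over 3 libraries. In all 10 peaks the KO points lie wholly above or wholly below the WT points.

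The peaks with lower accessibility in KO reached larger p-values. The peak from 6658051 to 6658650 on chromosome 14, which the authors' annotation names Gm3629 and which lies in an intron of Gm10251, fell by 1.88 on the log2 scale with a limma adjusted p-value of 0.851. It rested on 3 to 17 reads per KO library, and its sequence matched 11 places in the genome. Within introns of Fat1 on chromosome 8, the peak from 44945551 to 44946300 changed from 6.65 ± 0.549 to 5.21 ± 0.107 (log2, SD, n = 3 each) with a limma standard error of the change of 0.291 and an adjusted p-value of 0.851. The second Fat1 peak, from 44956351 to 44957550, had a log2 fold change of -1.48 and a limma adjusted p-value of 1. The intronic Stxbp6 peak from 44996251 to 44996700 on chromosome 12 had a log2 fold change of -1.47 with a limma adjusted p-value of 0.914. The intronic Tiam1 peak from 90090901 to 90092550 on chromosome 16 went from 8.12 ± 0.847 to 6.53 ± 0.130 (log2, SD, n = 3 each), a log2 fold change of -1.58 with a limma adjusted p-value of 1. All KO values lay below all WT values in these 5 peaks (chance 10% for either direction). With the replicate block, all 5 were called by limma, with adjusted p-values from 1.4e-17 to 0.00493.

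The peaks of the authors' deposited table were followed in the same fits. The authors' deposited table listed 74 peaks, and in the deposited log2 values 66 of these had a higher mean in KO and 8 a lower mean. All KO values lay on one side of all WT values in 73 of them, where chance gives 10% of peaks, although these peaks had been selected on the same libraries. The exception, on chromosome 11 from 3100951 to 3102750, was singled out after its values were seen. Of the 74 peaks, 22 were on chromosome 5 and 2 on chromosome X, and 30 carried a gene name. With limma, 0 of the 74 peaks were called without the block, where 2821 of all peaks had an unadjusted p-value below 0.05. With the replicate block 73 of the 74 were called in the same direction.

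Genes discussed by the study for changed expression or histone methylation were examined as a fixed list of 23 genes. Some of these genes were named by the study partly from these same libraries. A peak lay within 5 kb of 20 of the genes, giving 83 peaks. None of the 83 was called by limma over all peaks, and 13 of them had an unadjusted p-value below 0.05. Adjusted over the list alone, 4 peaks passed the threshold. These were both Fat1 peaks given above (list-adjusted limma p-values 0.0119 and 0.0125), the Tiam1 peak (0.0140), and a Clec2g peak from 128941801 to 128942250 on chromosome 6, which rose from 4.40 ± 0.417 to 6.11 ± 0.737 (log2, SD, n = 3 each, list-adjusted limma p-value 0.0119). The Clec2g peak falls outside the rule for naming peaks and was chosen after its values were seen. With the replicate block, 11 of the 83 peaks were called by limma over all peaks and 23 over the list alone.

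Promoter enrichment, which differs with library quality, was compared between the groups. The median log2 value of promoter peaks minus that of distal peaks was 1.94 ± 0.158 in WT and 1.99 ± 0.276 in KO (SD, n = 3 each). The difference of 0.04 was smaller than the spread between replicates (exact two-sided permutation p = 0.9, smallest possible 0.1). Paired by replicate number, the difference was the same and the exact sign-flip permutation p was 0.75, where 0.25 is the smallest that 3 pairs can give.

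**Figure D2:**
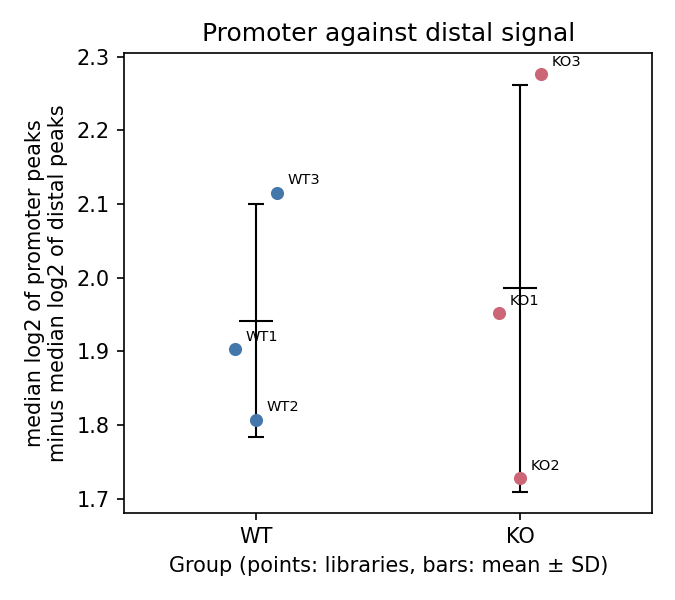
Median log2 read count of promoter peaks minus that of distal peaks (vertical axis) for each library of the WT and KO groups (horizontal axis). Points are libraries, bars are mean ± SD over 3 libraries. The KO libraries span 1.73 to 2.28 and enclose the WT range of 1.81 to 2.12.

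Variation between libraries did not follow genotype on the first principal component of the log2 values, which held 49.4% of the variance (20.0% on the second). Both number 2 libraries lay at one end (116.3 for WT2 and 116.5 for KO2) and both number 3 libraries at the other (-77.6 for WT3 and -138.7 for KO3). The labels give no sequencing batch or date. Each replicate number holds 1 library per group, too few to recompute a comparison within a number.

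**Figure D3:**
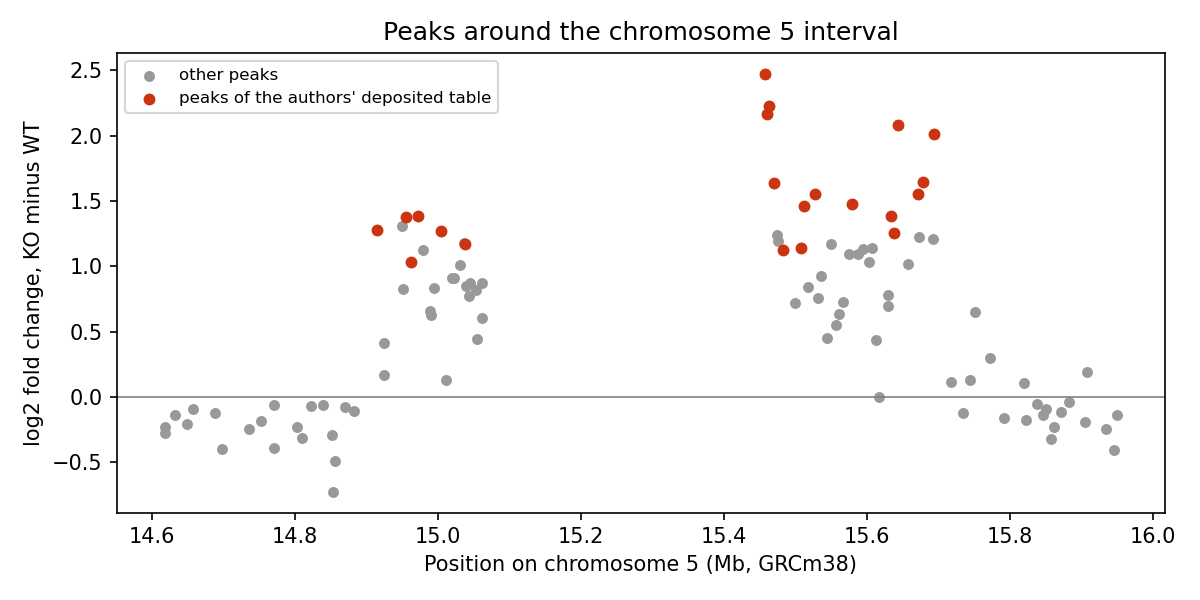
Log2 fold change of KO against WT (vertical axis) for peaks by position on chromosome 5 in Mb (horizontal axis), with peaks of the authors' deposited table in red and other peaks in grey. Most raised peaks lie between 14914801 and 15693900, where the 43 grey peaks have a median of 0.84. The 40 flanking peaks have a median of -0.14, with 6 above 0, the highest 0.65 at 15750901.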

Values the study reported

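The study reported 84 sites with a significant change in accessibility between WT and Smarcad1-KO small intestinal crypts. Accessibility increased at 76 of these sites and decreased at 8. The deposited table followed here is shorter, with 74 peaks, 66 higher and 8 lower in KO. It therefore appears to lack some of the increased sites.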

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

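The alternatives were chosen before the data were examined, except scaling to the total over peaks and the fits that combine the replicate block with another choice, which were chosen after seeing the data. The test on other splits of the libraries was chosen only after the result was seen. Using the values as deposited with no further scaling, which was listed among the alternatives, was the main analysis itself. Minimum means of 10 and 20 on the normalized linear scale removed 0 of 123510 peaks and could not move any result. On that scale 1 read counts as 1.00 in WT3 and up to 3.99 in KO3. A minimum of recovered reads was not tested.

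The count of peaks with changed accessibility was 0 in the main analysis, with 2821 peaks at an unadjusted p-value below 0.05. It stayed at 0 with a pseudocount of 5, with autosomes only and at adjusted p-value thresholds of 0.01 and 0.1. It was 2 with each library centred on its median, 2 with the trimmed mean of M values, 3 with quantile normalization, 3 with limma voom on the recovered reads and 3 with scaling to the total over peaks, and in these 5 alternatives every called peak was higher in KO. The called peaks were those on chromosome 5 that start at 15462301 and 15459451 and, where the count was 3, the one on chromosome 13 that starts at 22167751. All of the peaks called in these 5 alternatives were among the authors' deposited peaks, so the deposited peaks called again numbered 2, 2, 3, 3 and 3 in place of 0. The cause was not tested. Across the 6 fits that each left out one library, the count ranged from 0 to 30, and the deposited peaks called again ranged from 0 to 24. The highest values came without KO2, where 28 peaks were higher and 2 lower in KO. Leaving out WT3 called 1 peak, the one on chromosome 1 from 24611701 to 24613500, which was chosen for naming after its values were seen. Leaving out WT2 shifted the median log2 fold change of all peaks to -0.14 and leaving out KO3 to -0.11, and both fits called 0 peaks (5626 and 3892 at an unadjusted p-value below 0.05). The fits that called peaks shifted the other way, to 0.08 without KO2 and 0.08 without WT3, so changes in these 4 fits are relative to these shifts.

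The replicate block gave 272 peaks (199 higher, 73 lower), with 73 of the 74 deposited peaks called, and 11 list peaks over all peaks and 23 over the list alone. Combined with quantile normalization it gave 219 peaks (159 higher, 60 lower), 74 deposited peaks, and 10 and 24 list peaks, and 202 of the 219 were also called with the block alone. Combined with voom it gave 266 peaks (204 higher, 62 lower), 72 deposited peaks, and 10 and 22 list peaks, and 224 of the 266 were also called with the block alone. With the block on autosomes it gave 258 peaks (187 higher, 71 lower), 71 of 72 deposited peaks, and 11 and 23 list peaks. Same-numbered libraries deviated together for numbers 2 and 3 (correlations 0.42 and 0.41) but not for number 1 (0.04).

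Other splits of the libraries were set against the real one. Of the 10 splits into 3 against 3, 4 part all same-numbered pairs, the real split included, and the other 6 keep 2 of the pairs together. Without the block, 4 of these 4 splits gave as many peaks as the real split, but this was fixed in advance because the real split gave 0 (2821 at an unadjusted p-value below 0.05), and it says nothing about the grouping. With the block, 1 of the 4 splits gave as many as the 272 of the real split, namely the real one, and the others gave 0, 21 and 0. So few splits cannot give a share under 0.05, and they cannot tell whether the grouping by genotype stands apart. Among the 6 splits that keep pairs together, the one with WT1, WT3 and KO3 against WT2, KO1 and KO2 gave 9026 peaks without the block. It follows the first principal component, and it separated more peaks than the split by genotype did.

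For the fixed gene list, the count over all peaks was 0 under every scaling without the block and under both other distances, with 13 of 83 peaks at an unadjusted p-value below 0.05 in the main analysis, and it ranged from 0 to 1 when one library was left out. The single peak, without KO2, was the Clec2g peak. Adjusted over the list alone, the count of 4 became 0 at an adjusted p-value threshold of 0.01 and 5 at 0.1. At the threshold of 0.05 it became 8 with quantile normalization, 8 with voom and 8 with scaling to the total over peaks. It ranged from 0 to 10 when one library was left out. The cause was not tested.

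The promoter against distal difference of 0.04 ranged from -0.10 to 0.17 when one library was left out, and it reversed without WT2 and without KO3. The 10 peaks named for the smallest p-values kept their direction in all alternatives, and their limma adjusted p-values over the alternatives ranged from 1.3e-50 to 1. Of the results for single named peaks under the alternatives, 194 stayed on the same side of the threshold in the same direction, 59 passed the threshold where the main analysis had not, and 13 reversed. All reversals were at Smarcad1 peaks, whose changes were near 0. The Smarcad1 peak starting at 65060251 reversed to 0.016 with quantile normalization, with and without the replicate block, and to 0.045 with voom. When one library was left out, log2 fold changes ranged from -0.46 to 0.33 for the peak starting at 65041951, from -0.24 to 0.14 for 65060251, from -0.27 to 0.033 for 65070901 and from -0.73 to 0.37 for 65111251. None of the Smarcad1 peaks was called in any alternative. Depth limits single peaks most in KO3, which had 4339306 reads in peaks, where 1 read counts as 3.99 on the normalized scale and 32 peaks had no read.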

Other observations

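All tests in this part, and the bounds and thresholds they use, were chosen only after the results were seen.

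The number of peaks called as changed in the main analysis here was 0, with 2821 at an unadjusted p-value below 0.05. That is lower than the value quoted from the study above, which came from edgeR and not from limma. The edgeR test was not rerun on the recovered reads, so the difference may come from the test. With the replicate block, the number here was 272 (219 with quantile normalization and 266 with voom added), which is higher than the study's value. The direction of this comparison therefore depends on the block, and it does not show that the study's result fails on these data.

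Adjacent peaks on chromosome 5 were higher in KO. The interval from 14914801 to 15693900 (779.1 kb) spans 21 of the peaks in the authors' deposited table and holds 64 peaks in all. Of the 43 other peaks in it, 42 had a higher mean in KO, with a median log2 fold change of 0.84. The 40 flanking peaks had a median of -0.14, and 6 of them had a higher mean in KO. The highest of these, 0.65 and 0.30, start at 15750901 and 15771451, past the right edge, so the rise did not end sharply there. The 21 deposited peaks, which were selected for their change, had a median of 1.46. Over all 64 peaks, the weaker 32 had a median of 1.11 and the stronger 32 a median of 1.04, but single peaks ranged widely, up to 2.47 and down to a peak with no change. The median of the 43 peaks outside the deposited table minus that of the flanking peaks was -0.64, -0.62 and -0.64 in the WT libraries and 0.40, 0.49 and 0.71 in the KO libraries. A candidate explanation is a strain variant with more copies of the interval in the KO mice, for which a shift shared by weak and strong peaks that ends at the flanks would be seen. Whether counting noise accounts for the wide range between single peaks was not tested. Reads shared between near-identical copies were also examined, since 67.2% of the peaks of the interval had another copy in the genome, against 0.680% of 735 matched peaks and 4 of the 53 deposited peaks outside the interval. The 14 peaks of the interval with 1 copy were all higher in KO as well, with a median log2 fold change of 0.97, against 1.10 for the 43 with another copy, so copies of whole peaks do not account for the rise on their own. Shorter copies were not counted, and how far the authors' limit on mapping quality removed shared reads was not tested. In a scan of windows of 15 adjacent peaks after quantile normalization, the highest window median was 1.26 for the real split, and 1 of the 4 splits that part all same-numbered pairs, the real one, gave a value as high, which is too few splits to judge by. The scan found other runs on chromosome 18 from 74170201 to 74431650 (0.77) and on chromosome X from 24062101 to 31732650 (0.70). The region on chromosome X does not follow genotype, since a window from 24062101 to 31236450 reached 0.83 in another split that parts all same-numbered pairs and 1.15 in a split that keeps pairs together. A change of accessibility caused by loss of Smarcad1 cannot be told apart from a difference in copy number, or from reads shared over shorter copies, with these data.

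The deposited peaks higher in KO outside that interval were rich in repeat sequence. The 45 peaks had a median of 41.5% repeat sequence, while random lists of matched peaks had a median of 16.3% (95% of lists from 10.7% to 24.5%). Peaks were matched on width, mean signal and whether they lay over 5 kb from any gene start. The one-sided permutation p-value was 1e-04, the smallest that 10000 lists can give. Some of the 45 peaks are near neighbours, as on chromosome 18, while the lists treat peaks as independent, so this p-value may be too small. The deposited table holds fewer increased sites than the study reported, so this result covers the deposited peaks only. Reads shared between copies of a whole peak were examined by keeping the 41 peaks with 1 copy in the genome, whose median was 41.5% against 16.5% for matched lists. The excess therefore was not removed by leaving out peaks with another near-identical copy, but copies shorter than most of a peak were not counted, and shared reads over those cannot be told apart from opening of repeat elements on loss of Smarcad1, which may be considered as a hypothesis.

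Adjacent peaks at Tnfrsf23 were nearly without reads in a single KO library. On chromosome 7 from 143666551 to 143686200, the 4 peaks held 7 reads in KO2, where 177 were expected from the other libraries, so the depth of the library does not account for the loss. Their summed signal was 56.1% of the WT mean in KO1, 3.11% in KO2 and 52.0% in KO3, while 10 flanking peaks stood at 101%, 86.6% and 122%. These values are consistent with a deletion of the segment that is carried in varying copy number by the KO mice, and no test here separates that from a change in accessibility. In the search for peaks with at most 3 reads where at least 15 were expected, KO2 had 5 peaks. The others had 12 in WT2, 7 in KO3, 5 in KO1, 1 in WT1 and 0 in WT3. The 4 peaks at Tnfrsf23 were the only adjacent ones in the 6 libraries. All 4 were called lower in KO with the replicate block. The one from 143666551 to 143667000 is also in the authors' deposited table. The peak on chromosome 3 from 92978251 to 92979450 had 0 reads in KO3, where 33.6 were expected, and stood at 48.6% of the WT mean in KO1 and 27.5% in KO2.

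A peak on chromosome 1 from 24611701 to 24613500, named Gm10222 by the authors' annotation, had a wide range between libraries. Its log2 values were 7.53, 7.03 and 11.08 in WT and 13.63, 11.26 and 14.11 in KO, a 135-fold range on the linear scale. All 3 same-numbered pairs were higher in KO, by a log2 of 3.03 to 6.10. The peak is in the authors' deposited table and was called with the replicate block. Without the block it was not called over all 6 libraries but was called when WT3 was left out. The peak is 99.9% identical to mitochondrial DNA over 1800 bp, so reads from mitochondrial DNA are a possible source of its signal. The authors' limit on mapping quality may have removed reads that match both places, and this was not tested. Of the 5 other peaks with a match to mitochondrial DNA, 2 met the rule used for copies. Their log2 fold changes were 0.03 (96.6% identity) and -0.06 (97.8% identity). Their matches were less exact, and those of the remaining peaks were shorter or weaker still, so they say little about mitochondrial reads. The share of mitochondrial reads in each library was not analysed here, so a larger share in the KO libraries and a change at the nuclear copy cannot be told apart directly.

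The first principal component did not separate the genotypes and varied with the summed signal in peaks. Over the 6 libraries, its Pearson r with the summed normalized linear signal over peaks was -0.989 (exact permutation p = 0.00139, 0.00556 after Benjamini-Hochberg adjustment over 4 relations) and Spearman's rho was -1 (exact permutation p = 0.00278, adjusted 0.00556). Without KO2 and KO3, the libraries farthest from the median, r was -0.972 over 4 libraries (exact permutation p = 0.0833). With the reads in peaks, r was -0.17 (exact permutation p = 0.761, adjusted 0.761) and rho was 0.2 (exact permutation p = 0.714, adjusted 0.761), which does not exclude an effect of depth with so few libraries. The summed signal was 13891684, 11366801 and 16301164 in WT and 13663315, 11070862 and 17315181 in KO. The component and the summed signal come from the same values, so their correlation describes the component and does not test its cause. Replicate numbers hold too few libraries to recompute the relation within them. No biological explanation was tested.

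The share of reads on chromosome Y differed between libraries in a way that depended on position. In the 7 peaks on chromosome Y below 12 Mb, KO2 had 19.6 reads per 1000000 reads in peaks (95% Wilson interval 16.7 to 22.9), and the other libraries had 49.8 to 61.2. In the 2 other peaks on chromosome Y KO2 had 167 instead, the highest of the 6 libraries, and the others had 34.8 to 117. Whether the sequence of these 2 peaks is shared with chromosome X was not tested. They therefore cannot show that the cells of KO2 kept their chromosome Y. For the 7 peaks, the interval of KO2 lies below those of the other libraries, so counting error from depth does not account for it. If cells with 2 X chromosomes were mixed in, the median of chromosome X peaks against autosomes might be higher in KO2. It was -0.31 there, against -0.17 in WT2 and 0.21 to 0.68 in the others. Cells with 1 X chromosome that had lost the Y would not raise it. The paper states that the mice were males. This measure follows the first principal component and cannot decide the question, and the bound of 12 Mb was set after the values were seen. No biological explanation was tested.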
